A study of Rattus norvegicus with 40 samples. Its data were reported in "Molecular and phenotypic analysis of rodent models reveals conserved and species-specific modulators of human sarcopenia" (2021).

How the data were processed

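Gene expression was measured by RNA sequencing in 2 skeletal muscles of 20 male Wistar rats, an outbred laboratory strain. One muscle was gastrocnemius, a calf muscle of the hind limb, and the other was triceps, a muscle of the fore limb. Per the labels, 10 animals were 20 months old and the other 10 were 22 months old, and each animal gave 1 library per muscle, so there were 40 libraries in 4 groups of 10. Polyadenylated RNA was extracted with a miRNeasy kit, and libraries were made with a TruSeq RNA kit.

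The values are read counts per gene that the authors deposited as 1 table for all libraries, without normalization. The deposited table is named as HTSeq output, and HTSeq is a program that counts aligned reads per gene. The aligner, the genome build and the annotation behind this table are not given in the sources used here. The study's methods describe adapter trimming and kallisto pseudoalignment for its rat expression values, which is another way of counting, so values here need not equal those of the study. The counts were whole numbers in every column. All 32545 rows of the table were Ensembl rat gene identifiers, of which 9545 had no count in any library, and every column was matched to a library by the animal number and muscle letter in its title.

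The table does not pair identifiers with gene names. Of the 47357 genes in the annotation table at hand, 0 carried an Ensembl identifier, so no gene symbol could be given. The gene lists, regulators and myosin genes that had been fixed for testing were therefore not analysed here, nor were GC content, gene length or reads shared between similar genes. Genes are given by identifier. The rule set before the data were examined took genes with an adjusted p under 0.01 and a mean of at least 5 CPM, ranked by log2 fold change. Without symbols, it was limited to the comparison of muscles at 22 months, to the gene with the largest rise and the 2 with the largest fall. A further gene with a single call by DESeq2 was named after its values were seen.

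Counts were analysed in R 4.3.3 with edgeR 4.0.16. Expression was scaled to CPM, the counts of a gene relative to the total of its library. Genes that reached 1 CPM in 10 or more libraries of a comparison were kept, library sizes were scaled by the trimmed mean of M values (TMM), and genes were tested with the quasi-likelihood F-test, which is two-sided. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.01 were called. Age was compared as 22 minus 20 months within each muscle, and muscle as gastrocnemius minus triceps within each age. Each of these comparisons was fitted on its own 20 libraries. Whether the age effect differed between muscles was tested on all 40 libraries as the difference of both age effects. Standard errors of log2 fold changes were taken from the F statistic.

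Principal component analysis was run on gene-centred log2 CPM with a prior count of 2, within each muscle and on all libraries. The sign of a component is arbitrary. The planned orientation needed gene symbols, so, after the data were examined, PC1 of gastrocnemius was turned to give the 22-month animals the higher mean, and PC1 of triceps was turned so that its gene loadings correlated positively with those of gastrocnemius (Pearson r 0.608 over 12272 genes). The coefficient of variation (CV) of each gene was its SD over its mean of TMM-scaled CPM within a group. A gene without a count in a group was counted as having no spread there. Differences of PC1 and of median CV were tested with two-sided permutation tests of 100000 resamples, or of 10000 resamples for their alternatives. The age changes of both muscles were correlated across genes and compared with 10000 shuffles of the age label over animals, in which the muscles of an animal stayed together. The distance between the muscles of an animal was the root mean square of the log2 CPM differences over genes with a mean CPM of at least 10, and was added after the data were examined.

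Both muscles of an animal carry the same animal number in the labels, and the pairing comes from there. Deviations from the group means correlated with a median r of 0.158 between both muscles of an animal, and 12 of the 20 pairs were over 0.1. The median r between muscles of different animals of the same age was -0.0352. The comparisons were fitted without the animal as a block, and with it as an alternative.

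Total counts ranged from 10983887 to 68580194 per library. Within groups, the least different pair of libraries had a chi-square of 12.1 per gene, so every pair differed by more than sampling noise. That argues against copies of a library, but it cannot tell different animals from repeat preparations of the same animal. Libraries were therefore counted as replicates by the animal numbers in the labels. The labels give no sequencing batch or date. The edgeR test was tried on simulated data drawn from the real means, dispersions and library sizes, with 200 genes changed. For age in gastrocnemius, over 12659 genes, it recovered 85% of the genes changed 2-fold and 46% of those changed 1.5-fold. For triceps, over 12345 genes, it recovered 85% and 51%. For the difference of the age effects, over 12980 genes, it recovered 68% and 33%. For the muscles at 20 months, over 12426 genes, it recovered 83% and 50%, and at 22 months, over 12565 genes, 93% and 61%. False calls numbered between 0 and 4. The simulated genes varied independently and the muscles of an animal shared no effect, unlike in the real libraries. Recovery and false calls may therefore differ in the real comparisons.

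Alternatives included DESeq2 size factors within edgeR, the DESeq2 1.42.0 Wald test, limma 3.58.1 voom with quality weights, no filter on low counts, a mean CPM of at least 10, an adjusted p under 0.05, robust dispersion estimates, all 40 libraries in 1 fit, replicate blocks and leaving out each library. Thinning every library to 10983887 counts, the smallest total, and leaving out each animal from the comparisons of muscles were added after the data were examined. Other splits of the libraries or animals were drawn 100 times per comparison, the real split included.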

Results

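To follow skeletal muscle through the ages at which male Wistar rats enter the sarcopenic phase, in which muscle mass and function are lost, RNA was sequenced from gastrocnemius and triceps of 10 animals at 20 months and of 10 other animals at 22 months. Total counts per library had a median of 24251735 (11569197 to 30710227) in gastrocnemius at 20 months and of 26775962 (15175847 to 47807240) at 22 months. In triceps the median was 19016187 (10983887 to 68580194) at 20 months and 16966394 (12108635 to 38864093) at 22 months. Depth did not differ between ages in either muscle by more than the spread between libraries (two-sided permutation tests, p = 0.178 in gastrocnemius and p = 0.511 in triceps, with Benjamini-Hochberg adjusted values of 0.356 and 0.614 over 6 tests of depth and composition). Libraries detected between 16017 and 19087 genes. In gastrocnemius they detected 17895 ± 567 at 22 months and 17357 ± 432 at 20 months (SD, n = 10 each), the smallest p of the 6 tests (permutation test, p = 0.0256) but not below 0.05 after adjustment (0.153). This test was not made at equal depth, and gastrocnemius had the higher median total at 22 months. In triceps the number of detected genes did not differ (p = 0.967). The 50 most abundant genes took 42.3% ± 3.41 of the counts in gastrocnemius at 20 months (SD, n = 10) and 39.1% ± 4.17 at 22 months (SD, n = 10), a difference within the spread between libraries (permutation test, p = 0.0759, adjusted 0.228). In triceps they took 44.9% ± 2.98 and 43.9% ± 1.37 (SD, n = 10 each).

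The structure of the data set was examined by PCA of all 40 libraries over 12980 genes. PC1 explained 35.1% of the variance and separated the muscles. Gastrocnemius libraries had a mean score of 18.3 ± 17.9 at 20 months and 34.0 ± 18.7 at 22 months (SD, n = 10 each), and triceps libraries had -25.7 ± 16.96 and -26.7 ± 9.71 (SD, n = 10 each). The only triceps library within the range of gastrocnemius at 22 months was replicate 7 of 20 months, at 10.9. The next triceps library on this axis was replicate 10 of 20 months, at -4.45, and the lowest gastrocnemius library was at -2.24.

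**Figure D1:**
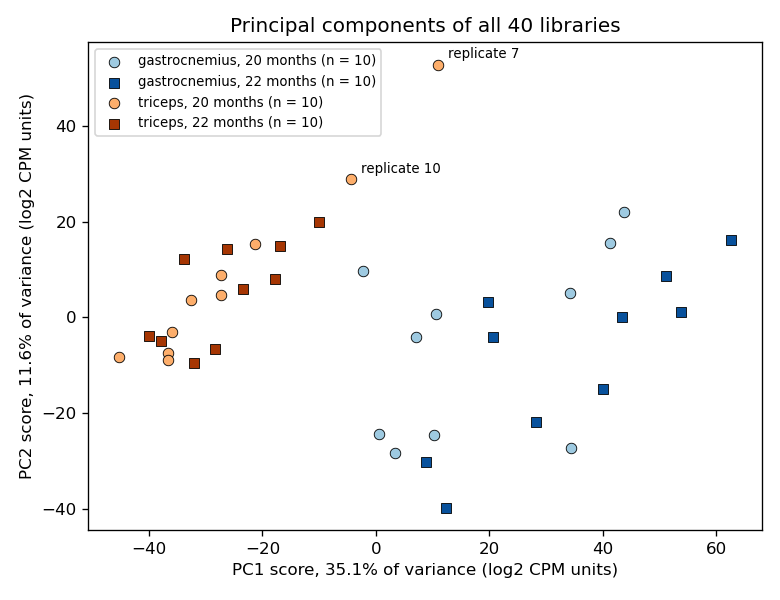
Scores of the 40 libraries on PC1 (35.1% of variance) and PC2 (11.6%) of gene-centred log2 CPM, with 1 point per library, coloured by muscle and age (n = 10 per group). Triceps libraries lie to the left of gastrocnemius libraries except replicate 7 of 20 months, at 10.9 on PC1.

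To ask which genes changed between the early sarcopenic and the sarcopenic phase, the ages were compared within each muscle. The study assigned these phases to its gastrocnemius series, not to triceps. For rats it placed the strongest changes at the start of the sarcopenic phase, at 22 months, from median slopes over pathway genes. Calls of single genes do not test small shifts shared by the genes of a pathway. In gastrocnemius, 0 of 12659 genes were called (edgeR quasi-likelihood F-test, adjusted p under 0.01), and the smallest adjusted p was 0.352. At an unadjusted p under 0.05 there were 1308 genes, or 10.3%, where 5% would give 633. By limma-voom 0 genes were called and 1656 had an unadjusted p under 0.05. The DESeq2 Wald test moved the count most, with 1 gene called and 1460 genes at an unadjusted p under 0.05. That gene, ENSRNOG00000050318, was at 2.03 ± 0.534 CPM at 20 months and at 3.61 ± 0.873 CPM at 22 months (SD, n = 10 each), and all 10 animals of 22 months lay above the 20-month median. Its log2 fold change was 0.82 ± 0.16 (SE) with an adjusted p of 0.00194 by DESeq2, and 0.83 ± 0.16 (SE) with an adjusted p of 0.352 by edgeR. Changes were small for nearly every gene, since 36 of the 12659 genes differed by more than 1 on the log2 scale in either direction and the median absolute change was 0.11. These 36 genes did not exceed the spread between animals after adjustment.

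In triceps, 0 of 12345 genes were called by edgeR, and the smallest adjusted p was 0.513. At an unadjusted p under 0.05 there were 1084 genes, or 8.78%, where 617 would come from 5%. DESeq2 called 0 genes, with 1149 at an unadjusted p under 0.05, and limma-voom called 0, with 1160. The median absolute log2 change was 0.09, and 40 genes changed by more than 1.

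Whether ageing acted differently on the fore limb and the hind limb muscle was tested as the difference of their age effects. Of 12980 genes, 0 were called by edgeR, the smallest adjusted p was 0.999, and 389 genes, or 2.997%, had an unadjusted p under 0.05, fewer than the 649 that 5% would give. That does not make the count low for this fit, since other splits of the animals gave a median of 290 genes. DESeq2 called 0 genes, with 429 at an unadjusted p under 0.05, and limma-voom called 0, with 349. With the animal as a block, edgeR called 0 genes and 585 had an unadjusted p under 0.05. The unadjusted count rose to 680 without replicate 3 of 20 months and to 668 without replicate 7 of 22 months, with 0 genes called in both cases.

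The age changes of both muscles were then set against each other across 12272 genes. They had the same sign in 63.6% of genes, with a Pearson correlation of 0.378 across genes, which are not independent replicates. Since the muscles came from the same animals, age labels were shuffled over animals with both muscles kept together. The shuffles had a mean correlation of 0.226, and 95% of them lay between -0.159 and 0.546. The observed correlation was within that range (two-sided, p = 0.403).

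Differences between the muscles were examined at each age. At 20 months, 467 of 12426 genes were called (edgeR, adjusted p under 0.01), 297 higher and 170 lower in gastrocnemius. An adjusted p under 0.05 moved this count most, to 1203 genes. The DESeq2 Wald test called 878 genes, 483 higher and 395 lower. The count fell to 206 without replicate 3, 215 without replicate 4, 210 without replicate 5, 276 without replicate 8 and 238 without replicate 9, and with any other animal left out it lay within 1.5 times of 467. At 22 months, 2552 of 12565 genes were called, 1318 higher and 1234 lower in gastrocnemius (1279 higher and 1368 lower with the animal as a block), and leaving out any single animal gave between 1880 and 2493 genes. Among called genes, 152 differed by more than 1 on the log2 scale at 20 months and 503 did at 22 months. The median absolute log2 difference of called genes was 0.73 at 20 months and 0.56 at 22 months.

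**Figure D2:**
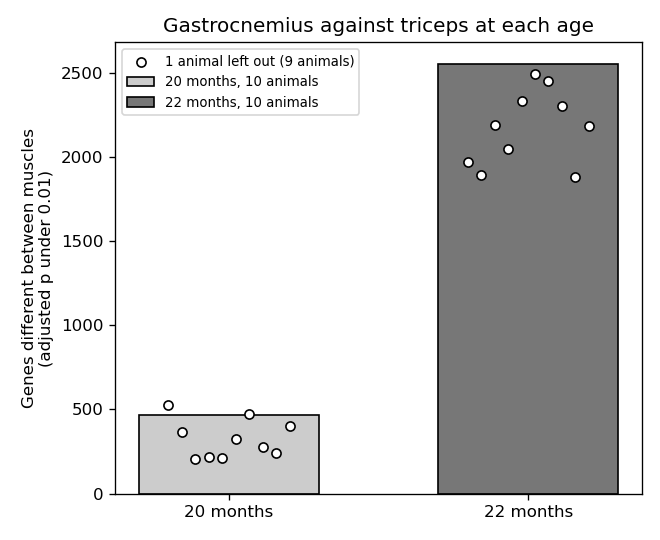
Number of genes that differed between gastrocnemius and triceps at each age (bars, edgeR with 10 animals, adjusted p under 0.01), with white points for the counts when 1 animal is left out. The bars stand at 467 and 2552 genes, and the points span 206 to 525 at 20 months and 1880 to 2493 at 22 months.

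The muscle differences at the 2 ages came from different animals. Across 12368 genes tested at both ages, the log2 differences correlated with a Pearson r of 0.918 and a Spearman rho of 0.863, again across genes. Of the 465 genes called at 20 months within this set, 443 were also called at 22 months, where 94.3 would be shared by chance, and all 443 had the same direction. Of the 2508 genes called at 22 months within this set, 2503 had the same sign at 20 months. The median standard error of a log2 difference was 0.12 at 20 months and 0.11 at 22 months, while the median absolute difference was 0.14 and 0.20. The genes called by muscle at only 1 age were not shown to differ between ages, since the direct test of that difference called 0 genes.

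Among genes with a mean of at least 5 CPM, the largest excess in gastrocnemius at 22 months was that of ENSRNOG00000026087. It was at 258 ± 154 CPM in gastrocnemius and at 0.361 ± 0.501 CPM in triceps (SD, n = 10 each), a log2 difference of 9.65 ± 0.68 (SE) with an adjusted p of 1.37e-09 by edgeR, and it was higher in gastrocnemius in 10 of 10 animals. At 20 months it was at 94.6 ± 60.6 CPM in gastrocnemius and 0.619 ± 0.826 CPM in triceps (SD, n = 10 each), a log2 difference of 7.26 ± 0.74 (SE) and an adjusted p of 2.10e-06 by edgeR, again in 10 of 10 animals. Between ages it rose in gastrocnemius by 1.44 ± 0.54 (SE) on the log2 scale, which was not called (edgeR, adjusted p = 0.416). Both triceps groups rest on few reads, with 59 counts over the 10 libraries at 22 months and 130 at 20 months, 60 of them in replicate 7, so the size of these differences is imprecise.

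The largest deficit in gastrocnemius was that of ENSRNOG00000051548, at 9.26 ± 5.08 CPM in gastrocnemius and 76.4 ± 9.52 CPM in triceps at 22 months (SD, n = 10 each). The highest triceps library, replicate 3, was at 99.6 CPM, apart from the others of its group. The log2 difference was -3.05 ± 0.22 (SE) with an adjusted p of 1.94e-09 by edgeR. At 20 months the difference was -1.98 ± 0.28 (SE), with an adjusted p of 0.00013 by edgeR. ENSRNOG00000011180 followed, at 1.84 ± 1.16 CPM in gastrocnemius and 9.51 ± 2.997 CPM in triceps at 22 months (SD, n = 10 each), with log2 differences of -2.36 ± 0.30 (SE) at 22 months and -1.75 ± 0.30 (SE) at 20 months and adjusted p-values of 5.35e-06 and 0.000727 by edgeR. Both genes were lower in gastrocnemius in 10 of 10 animals at each age. Neither changed with age in either muscle at an adjusted p under 0.01. For ENSRNOG00000051548 the log2 change in gastrocnemius was -1.14 ± 0.33 (SE), with an adjusted p of 0.412 by edgeR.

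The study read muscle health from the position of a sample on PC1, and PC1 was therefore computed within each muscle. The PC1 of the study spanned all of its rat ages in gastrocnemius and was tied to health through measured muscle mass. Here only libraries of 20 and 22 months entered, and muscle mass was not used. The PC1 computed here need not be the same axis, so its test with age does not judge that of the study. It explained 33.9% of the variance in gastrocnemius and 22.9% in triceps. In gastrocnemius the mean score was 7.78 ± 27.1 at 22 months and -7.78 ± 22.5 at 20 months (SD, n = 10 each), and the difference of 15.6 was smaller than the SD of either group (two-sided permutation test, p = 0.177, adjusted 0.354 over 2 muscles). In triceps the mean score was -2.25 ± 13.9 at 22 months and 2.25 ± 24.4 at 20 months (SD, n = 10 each), again without a difference beyond the spread (p = 0.63, adjusted 0.63). Using the 500 most variable genes moved p most in both muscles, to 0.224 in gastrocnemius and 0.379 in triceps. With each gene scaled to unit variance, where scores are in other units, the difference was 40.0 in gastrocnemius (p = 0.146) and 8.28 in triceps (p = 0.728), with the opposite sign in triceps.

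**Figure D3:**
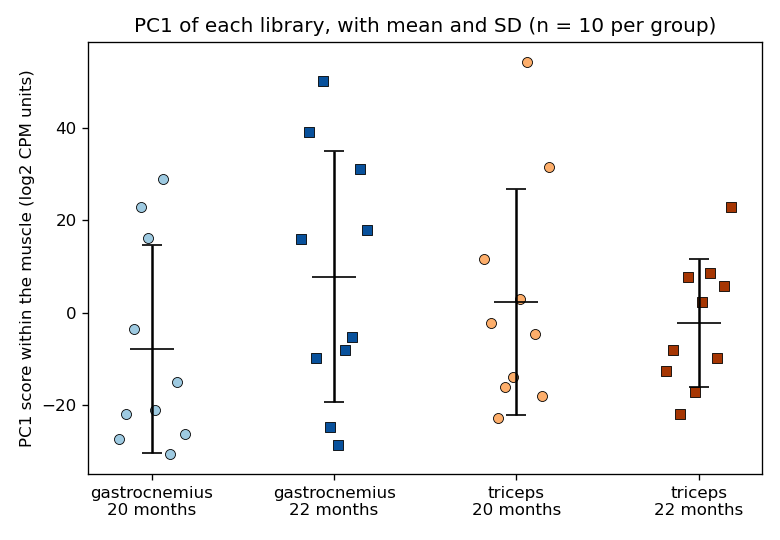
PC1 score of each library within its muscle (points) with the mean and SD of each group (bars, n = 10). The ages overlap in both muscles, with group means of -7.78 and 7.78 in gastrocnemius and of 2.25 and -2.25 in triceps.

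Because PC1 of a hind limb muscle was used as a reading of muscle health in the study, PC1 of gastrocnemius was compared with PC1 of triceps across the 20 animals. The study related PC1 of gastrocnemius to the mass of other hind limb muscles and proposed that it reflects muscles nearby. It also described muscle loss in this strain as specific to the hind limbs. A missing correlation with a fore limb muscle therefore does not test its reading of PC1. The scores did not correlate (Pearson r 0.139, permutation p = 0.569; Spearman rho 0.0346, p = 0.886). Without the 2 animals farthest from the median in gastrocnemius, r was 0.168 (permutation p = 0.515). Within age, r was 0.0982 at 20 months (permutation p = 0.802) and 0.348 at 22 months (permutation p = 0.322), and each of these 3 relations had an adjusted p of 0.802. Spearman rho within age was -0.212 (permutation p = 0.561) and 0.43 (permutation p = 0.218). With 20 animals, the 95% interval of r over both ages ran from -0.323 to 0.548, so a moderate correlation was not excluded.

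**Figure D4:**
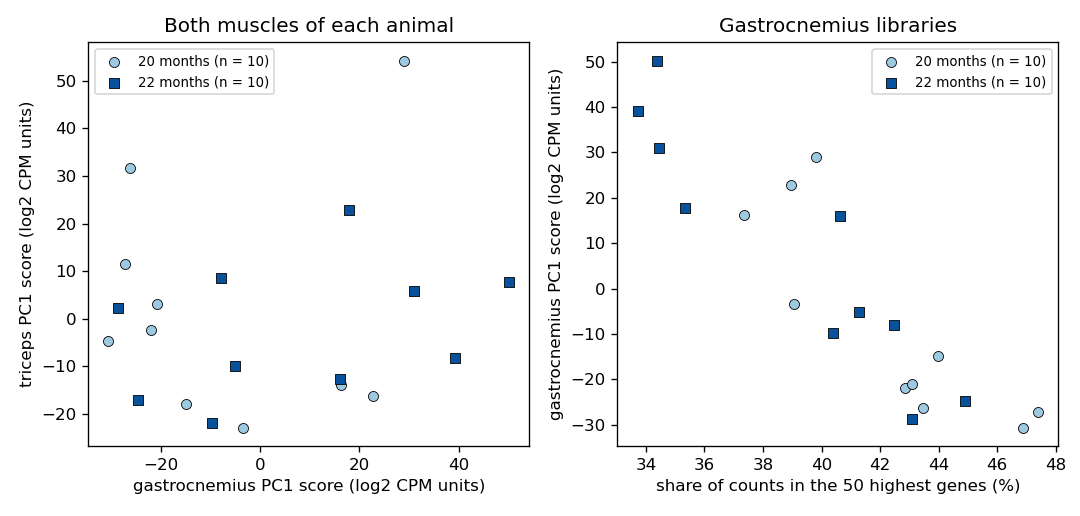
PC1 scores of both muscles of each animal (left, 20 animals) and PC1 of gastrocnemius against the share of counts in the 50 highest genes of the library (right, 20 libraries), with 1 point per animal coloured by age. The scores of both muscles do not correlate (Pearson r 0.139), while gastrocnemius PC1 falls as the share rises (Pearson r -0.901).

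Heterogeneity between animals was compared through the CV of each gene. In gastrocnemius the median CV over 12659 genes was 18.2% at 20 months and 17.6% at 22 months (two-sided permutation test, p = 0.692, adjusted 0.692 over 2 muscles). In triceps it was 17.9% and 16.5% over 12345 genes (p = 0.499, adjusted 0.692). The change with age did not differ between the muscles (0.851 percentage points, 2000 shuffles of animals, p = 0.753). Keeping every gene with a count, chosen after the data were examined, moved the medians most, to 27.8% and 28.9% in gastrocnemius (p = 0.617), which reversed the direction, and to 26.7% and 24.9% in triceps (p = 0.575). These medians include genes without a count in an age group, which were counted as having no spread there.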

Values the study reported

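The study stated that PC1 captured 32% of the variance in gene expression in rat, across all of its rat ages. It listed 10 replicates for each of the ages of 20 and 22 months. For rodents it reported median coefficients of variation of expression among replicates of an age group of 26% and 34%. Its differential expression calls used an FDR below 0.01.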

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

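Apart from the search for extremes, the splits at each age and the test of the difference of the age effects with its splits, the tests in this part, thinning and leaving out each animal included, were chosen after the data were examined. The extremes of 42 sets of 10 libraries or animals were examined, and 2 held a value set far apart from the others. Chance gives such a value in about 5% of sets, so a number like this is what chance alone would produce.

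Triceps replicate 4 of 20 months had a total count of 68580194, while the other 9 libraries of its group had 10983887 to 39910210. A library sequenced deeply from few molecules would detect few genes for its depth. Thinned to the smallest total, it detected 15600 genes, against 15635 to 16736 in the other 9, and it was the lowest in 20 of 20 repeated thinnings. The shortfall of its mean, 15576 against 15647 for the lowest other library, was small beside the SD of 331 between those libraries. Low complexity and ordinary variation cannot be told apart here, since 1 library of 10 is always the lowest. This library also had the largest share of counts in its 50 most abundant genes among triceps libraries of 20 months, at 47.7%. No biological explanation was tested.

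ENSRNOG00000051548 was at 99.6 CPM in triceps replicate 3 of 22 months, with the other 9 libraries between 65.7 and 79.9 CPM. The gap to the next library was 0.582 of the range of the group. With library totals in place of TMM the value was 97.0 CPM, the next was 80.0 CPM, and the gap was 0.455 of the range, just under the limit for 10 values. The distance of this library from its group may therefore come in part from the scaling. The library stayed the highest of its group under both scalings. No biological explanation was tested.

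The number of genes that differed between muscles was 2085 larger at 22 than at 20 months. When the 20 animals were split into other groups of 10, 3 of 100 splits gave a difference as large, the real one included, so chance is an unlikely source of it at the level of 5%, but not by a wide margin. Depth does not explain it, because with every library thinned to the smallest total the count at 22 months was 5.61 times the count at 20 months. No single animal accounts for the low count at 20 months, which reached at most 525 when 1 was left out. A larger spread between animals at 20 months with equal differences would leave the differences of genes called at 20 months no larger at 22 months. Over 465 such genes the median ratio of the 22-month to the 20-month mean difference in log2 CPM was 1.30, with a 95% range of 1.01 to 1.73 over animals resampled 10000 times. From the log2 differences fitted by edgeR it was 1.27, with a range of 1.01 to 1.69. That argues against spread as the whole source, though both lower ends lie close to 1.

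Other tables show less. The direct test of the difference called 0 genes, and the 389 genes at an unadjusted p under 0.05 were matched or exceeded in 42 of 100 splits of the animals. Those splits apply to the fit that does not pair the muscles of an animal. With the animal as a block, 585 genes had an unadjusted p under 0.05 and 0 were called, and the splits do not judge that count. The root mean square distance between the muscles of an animal was 0.61 ± 0.12 at 22 months and 0.52 ± 0.12 at 20 months on the log2 scale (SD, n = 10 each), which did not differ (two-sided permutation test, p = 0.127). A count past a threshold can move far when many genes shift slightly and together. One hypothesis is that the muscles grow more unlike between these ages by a broad and small shift, and these animals do not settle it. Age is open as an untested biological source, and so are differences in dissection or RNA quality between the groups of animals, for which the labels give no measure.

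The counts at each age taken separately were far from chance. Of 100 splits that part the muscles of every animal, only the real one (1 of 100) gave as many as 467 genes at 20 months, and only the real one (1 of 100) gave as many as 2552 at 22 months. The next largest counts among the other splits were 1 gene and 1443 genes.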

How the results depend on the processing

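Thinning, leaving out animals from the comparisons of muscles and of the age effects, keeping every gene with a count for the CV, and the distance between the muscles with its alternatives were chosen after the data were examined, and the other alternatives before. The gene list tests and their alternatives were not run because identifiers are not paired with symbols.

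For age in gastrocnemius, 9 of 10 alternatives called 0 genes, and the DESeq2 Wald test called 1. The cause was not tested. Unadjusted counts lay between 1055 and 1839, and leaving out each library gave 0 genes called with 888 to 1702 unadjusted. For age in triceps all 10 alternatives called 0 genes, with unadjusted counts of 848 to 1896, and leaving out each library gave 0 genes called with 774 to 1402 unadjusted. For the difference of the age effects all 9 alternatives, and leaving out each animal, called 0 genes. Other splits of the libraries gave as many genes at an unadjusted p under 0.05 in 9 of 100 draws for gastrocnemius and in 8 of 100 for triceps, the real one included, so chance cannot be excluded for the unadjusted excess in either muscle.

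For the muscles at 20 months, 8 of 10 alternatives lay within 1.5 times of 467 genes. The count was 1203 at an adjusted p under 0.05, which follows from the looser threshold, and 878 by DESeq2, for which the cause was not tested. Leaving out 1 animal gave 206 to 525 genes, with fewer samples in each fit. The share higher in gastrocnemius was 63.6% and became 62.0% with DESeq2 size factors, but it ranged from 55.0% by DESeq2 to 70.5% with no filter on low counts. With 1 animal left out it lay between 61.3% and 75.7%, the latter without replicate 3 (156 higher and 50 lower). At 22 months the count was 4265 at an adjusted p under 0.05, and the other 9 alternatives lay within 1.5 times of 2552, between 2065 and 3189. The share higher in gastrocnemius was 51.6% there and ranged from 48.3% with the animal as a block to 59.4% with no filter, below 50% in 4 of the 10 alternatives, so neither direction held a stable majority. DESeq2 size factors moved the median log2 difference of all genes by less than 0.1 in each comparison. The counts from thinned libraries were 415 and 2327, so depth above the smallest total added few calls.

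With the animal as a block (replicate block), 506 genes were called at 20 months, 2647 at 22 months and 0 for the difference of the age effects. The counts between muscles stayed within 1.5 times of those without the block, but the genes called changed in part. Of the 467 genes called at 20 months without the block, 366 were kept. Of the 2552 called at 22 months, 2275 were kept. The others were lost, and further genes were called only with the block. Between ages, equal replicate numbers belong to different animals. Their deviations correlated with a median r of 0.0805 in gastrocnemius and 0.1 in triceps, with 5 of 10 pairs over 0.1 in each muscle. A replicate block on that number called 0 genes in both muscles.

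PC1 differed between ages in no alternative. In gastrocnemius p lay between 0.138 and 0.224. In triceps p lay between 0.379 and 0.728, and the difference was 8.28 in place of -4.51 with genes scaled to unit variance. Both are far within the spread, and the cause of the sign was not tested. The correlation of PC1 between muscles stayed positive in 10 alternatives, from 0.0331 to 0.348, but Spearman rho within 20 months was -0.212, and none reached a p under 0.05. The correlation of the age changes across genes lay between 0.373 and 0.401, with p from 0.37 to 0.506. The CV difference between ages reached no threshold in any alternative, and in gastrocnemius it was 1.09 percentage points with every gene kept, in place of -0.583. The genes added there have low counts, and those without a count in an age group were counted as having no spread. That may bear on the sign, but its cause was not tested. The distance between the muscles kept its direction in all alternatives, with p from 0.126 to 0.185.

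The 3 genes named between muscles kept the direction and the call at both ages with DESeq2 size factors, the DESeq2 Wald test and limma-voom. The other alternatives were not run for single genes.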

Other observations

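The tests of PC1 against the share of counts and the total count, the test of muscle identity, thinning and leaving out an animal were chosen after the data were examined.

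The median CV in gastrocnemius here was 17.6% at 22 months. That is lower than the values quoted from the study above. The median at 20 months was 18.2%. That too is lower than those values. The study's values are for rodents, with mice and other rat ages beside the ages here, and use another unit of expression and set of genes, so the comparison is loose. The set of genes bears on this, since with every gene with a count kept the medians were 28.9% and 27.8%. Genes without a count in an age group entered those medians as having no spread, so they too compare loosely.

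PC1 of gastrocnemius followed the share of counts held by the 50 most abundant genes of a library. Across 20 animals, Pearson r was -0.901 and Spearman rho was -0.931, each with a permutation p of 1e-05, the smallest that 100000 resamples can give (adjusted 4e-05 over 4 relations). Without the 2 libraries farthest from the median share, r was -0.859. Within age, r was -0.844 at 20 months (permutation p = 0.00238) and -0.925 at 22 months (permutation p = 0.00012). In triceps the relation was weaker, with r of -0.671 (permutation p = 0.00132, adjusted 0.00264) and rho of -0.522 (permutation p = 0.0191), and without the 2 farthest libraries r was -0.424 (permutation p = 0.0797). It rests mostly on 20 months, with r of -0.831 (permutation p = 0.00553), against -0.308 at 22 months (permutation p = 0.384). With the logarithm of the total count, gastrocnemius PC1 had a Pearson r of -0.151 (permutation p = 0.528) and a Spearman rho of -0.284 (permutation p = 0.225) over 20 libraries. Without the 2 libraries farthest in depth r was -0.518 (permutation p = 0.0286, not adjusted), so a relation with depth is not excluded. In triceps no relation with the total count was seen (Pearson r -0.0239, permutation p = 0.919; Spearman rho 0.0902, permutation p = 0.707; r without the 2 farthest libraries 0.142, permutation p = 0.573).

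A library dominated by few genes could give such an axis by itself. With the 78 genes that were among the 50 highest in any gastrocnemius library left out before scaling, PC1 correlated with the share at -0.897. That decides nothing, because leaving out so few genes barely moved PC1, and this explanation stays open. With every library thinned to the smallest total the correlation was -0.904, which argues against depth as the source of the relation with the share. RNA quality, fibre composition and muscle condition remain open, as none of them was measured in the counts. If the condition of the whole animal set PC1, triceps of the same animal should move along. The correlation between the muscles was 0.139, with a 95% interval of -0.323 to 0.548, so a condition shared by both limbs and one that is local to the muscle cannot be told apart with 20 animals. That PC1 reads a state local to gastrocnemius is a hypothesis that these counts leave open. The study describes a peripheral neuropathy of this strain, with muscle loss in the hind limbs, which was not measured here.

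Triceps replicate 7 of 20 months lay nearest to gastrocnemius on PC1 of all libraries, at 10.9. A mislabelled library, or gastrocnemius RNA mixed in, would raise genes that only gastrocnemius expresses. At 22 months, 10 genes had at least 0.5 CPM in every gastrocnemius library and at least 4 times the highest triceps library. Their summed CPM in replicate 7 was 2.94% of the gastrocnemius mean at 20 months, within the 0.973% to 4.01% of the other 9 triceps libraries of that age, which argues against both as the source of its position. ENSRNOG00000026087 was highest here among the 20 triceps libraries, at 2.45 CPM with 1.52 CPM in the next, against a mean of 94.6 CPM in gastrocnemius at 20 months, so a small admixture is not excluded. Thinned to the smallest total, it stayed the nearest, at 11.6, which argues against depth. With the animal left out, 472 genes differed between muscles at 20 months, so it does not set that count. This library had the lowest share of counts in its 50 most abundant genes among triceps libraries, at 38.6%. The deviations of both muscles of its animal correlated at r 0.632, the highest of the 20 pairs. The gastrocnemius library of this animal was the highest of its age on PC1 of all libraries, at 43.7. The values for both muscles go with a source in the animal, but a single animal cannot settle it. What places this library apart was not found, and a difference in the animal or in the part of the muscle taken may be involved.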
